A study of Mus musculus with 24 samples. Its data were reported in "IGF2BP1 induces neuroblastoma via a druggable feedforward loop with MYCN promoting 17q oncogene expression" (2023).

How the data were processed

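Shallow whole genome sequencing (sWGS) of murine adrenal glands and neuroblastoma tumours was analysed at the level of copy number segments. The labels list 24 mouse samples. Of these, 3 are adrenal glands of CRE-negative wildtype animals (AG), 5 are adrenal glands of CRE-positive animals with a MYCN transgene (AGM), 8 are tumours of CRE-positive animals with an IGF2BP1 transgene (TI) and 8 are tumours of CRE-positive animals with IGF2BP1 and MYCN transgenes (TIM). Groups and replicate numbers were taken from the sample descriptions. The AG samples were used by the authors as the reference and have no segment values of their own here.

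The authors aligned sWGS reads to the mouse genome (mm39) with HiSat2 and determined copy number with the R package cn.MOPS, which models read counts in genomic windows across samples. The deposited values are 1 median and 1 mean log2 ratio per segment and sample, relative to the wildtype adrenal glands, together with a copy number. The copy number equalled 2 × 2^median to 1 decimal in all 1485 segments. Window length, read filters and segmentation settings were not stated. All segment starts fell on a 20 kb grid, and the shortest segment was 40 kb. The libraries were shallow by design. Reads and counts per window were not used here, so the depth of each library and behind each segment was not analysed here and no interval that depends on it is given. The spread of the AGM adrenal glands served as a guide instead, with a limit. Some segment values gathered at fixed levels. Every AGM value was -1 at the loss on Chr 14 from 43100001, and TIM replicates 5 and 9 both had 3 at Gt(ROSA)26Sor. Values drawn to such levels would vary less than the reads behind them, so the AGM spread may understate the noise. The median log2 ratio of a whole chromosome lay between 0.0092 and 0.020 in the 95 chromosome and sample combinations of AGM. Copy numbers ran from 0.1 to 16.7. At the loss on Chr 5 from 110080001, all AGM values lay near the lowest log2 ratio of -5.32, so the depth of a very strong loss is not resolved. An upper limit was not established, but the height of a very strong gain may not be resolved either. No 2 of the 21 samples held identical values over the genome (0 of 210 pairs).

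Segments were placed on 20 kb bins of the 19 autosomes (2462 Mb). The lengths of all 19 autosomes equalled those of the GRCm39 reference, and gene positions were taken from the GENCODE annotation M39 of the same build. A gain was a log2 ratio of at least 0.3 and a loss a log2 ratio of at most -0.4, the thresholds named in the study. Neighbouring bins past a threshold in the same direction formed 1 region. The sequence gained or lost per sample is the summed length of these regions in Mb.

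Groups were compared by a two-sided exact permutation test of the Mann-Whitney rank sum over all splits of the samples, with Benjamini-Hochberg (BH) adjustment over the 6 comparisons. A chromosome counted as gained or lost in a sample when regions past the threshold covered at least 50% of its length. TI and TIM were compared by a two-sided Fisher's exact test for each autosome and direction, with BH adjustment over 38 tests. Gains at Igf2bp1, Mycn and Gt(ROSA)26Sor were compared by Fisher's exact test on the number of tumours whose gained region overlapped the gene, with BH adjustment over the 3 loci. Shares of tumours are given with exact Clopper-Pearson intervals at a confidence level of 95%.

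The text names 11 genes fixed before the data were examined, chromosomes gained or lost over at least 50% of their length in at least 3 samples of any group, and focal regions under 5 Mb called in the same direction in at least 75% of the samples of any group. One of these focal regions enters the counts but is not reported here. Thresholds, coverage limits, tests and the alternatives below were also fixed before the data were examined. Alternatives were thresholds of 0.2 and -0.2 or 0.5 and -0.6, the whole-number copy number class, a minimum region length of 1 Mb, exclusion of parts called in AGM, a difference of means, a replicate block, tumours labelled IGF2BP1 +/+ only, tumours outside the adrenal gland only, leaving out each AGM replicate, other coverage limits of 20% and 80%, and overlap with the whole gene body. Thresholds of 0.1 and -0.1 and the mean log2 ratio of a segment were added after seeing the data. The X chromosome was not analysed here.

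The calls and tests were tested on simulated data. In 21 simulated samples on the real chromosomes, the gained and lost length was recovered in 21. The segments were given with levels far past the thresholds, so this only checks the summing of lengths. Reads, segmentation and changes near the thresholds were not simulated. Of 1000 simulated comparisons of 8 against 8 samples without a difference, 5.2% had a p under 0.05, and with a shift of 2 SD 94.8% did. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.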

Results

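The copy number of 21 murine samples was analysed to ask whether adrenal glands and tumours of transgenic mice carry chromosomal gains and losses, and whether these differ between tumours driven by IGF2BP1 alone and tumours driven by IGF2BP1 together with MYCN. The transgenes sit at the Rosa26 locus and are switched on by a Cre recombinase under control of Dbh, a gene of sympathoadrenal cells. Segment values were available for 5 AGM adrenal glands, 8 TI tumours and 8 TIM tumours, each as a log2 ratio to wildtype adrenal glands. Of the TI tumours, replicate 1 is labelled IGF2BP1 +/- and the other 7 are labelled IGF2BP1 +/+. The labels place TI replicate 6 and TIM replicates 1 and 5 in the adrenal gland. The number of segments per sample ranged from 50 to 57 in AGM, from 55 to 118 in TI and from 48 to 123 in TIM. Of all 1485 segments, 207 passed the threshold for a gain and 219 that for a loss.

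Library series and tumour genotype were largely confounded. The sample titles carry the prefixes SH and AGH, which were treated as library series although the labels do not explain them. All 8 TIM tumours and all 5 AGM adrenal glands belong to the AGH series, whereas 7 of 8 TI tumours belong to the SH series. Only TI replicate 8 shares a series with the TIM tumours, so series and genotype cannot be told apart in the comparisons of TI below. The comparison of TIM with AGM lies within the AGH series. Genotype also holds more than MYCN. The study describes TIM animals without a wildtype allele at Rosa26, where both transgenes sit. TIM tumours would thus carry fewer copies of IGF2BP1 than the TI tumours labelled IGF2BP1 +/+, which are all but replicate 1. The study also reported shorter survival with both transgenes. A difference between TI and TIM can therefore not be assigned to MYCN alone.

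Little sequence passed the thresholds in AGM. Per adrenal gland, 1.26 ± 0.340 Mb (SD, n = 5) of the autosomes were gained and 3.20 ± 1.13 Mb (SD, n = 5) were lost. Gains were far more extended in tumours, with 190.2 ± 106.7 Mb (SD, n = 8) in TI and 82.3 ± 68.9 Mb (SD, n = 8) in TIM. TI tumours exceeded AGM in all 40 of 40 pairs of samples (exact permutation test, two-sided, p = 0.00155, the smallest p this design allows, adjusted p = 0.00932). TIM tumours exceeded AGM in 37 of 40 pairs (exact permutation p = 0.0109, adjusted p = 0.0218). TIM replicates 4 and 8 had only 1.06 and 1.86 Mb gained, which is close to the range of AGM from 1.02 to 1.82 Mb. The same applied to TI replicate 6 with 2.14 Mb.

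More sequence was gained in TI than in TIM. The median was 181.6 Mb in TI and 89.7 Mb in TIM, and the TI tumour had the higher value in 55 of 64 pairs (exact permutation p = 0.0148, adjusted p = 0.0221). The groups overlapped, and the difference of medians of 91.9 Mb was smaller than the SD of TI. At the stricter threshold of 0.5 the exact permutation p was 0.0650.

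Losses were largely restricted to TI. TI tumours lost 32.5 ± 29.4 Mb (SD, n = 8) and TIM tumours 2.88 ± 0.833 Mb (SD, n = 8). The amount in TI depended on the setting. Its median was 24.8 Mb here, 84.8 Mb at a threshold of -0.2 and 18.2 Mb at -0.6. With the mean log2 ratio of a segment it was 73.0 Mb. The TIM medians were 2.66, 3.28, 2.29 and 3.10 Mb in the same order. TI exceeded TIM in 58 of 64 pairs (exact permutation p = 0.00466, adjusted p = 0.0140) and AGM in 35 of 40 pairs (exact permutation p = 0.0295, adjusted p = 0.0354). The comparison of TI with AGM depended on 1 library, since the exact permutation p was 0.0727 without AGM replicate 1. TIM and AGM were not distinguishable in lost sequence (exact permutation p = 0.724, adjusted p = 0.724). Lost regions of at least 10 Mb were found in 5 of 8 TI tumours and in 0 of 8 TIM tumours. They lay on Chr 4 in 2 tumours and on Chr 6, Chr 9, Chr 14 or Chr 16 in the others. The longest spanned 63.1 Mb of Chr 14 in TI replicate 7.

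**Figure D1:**
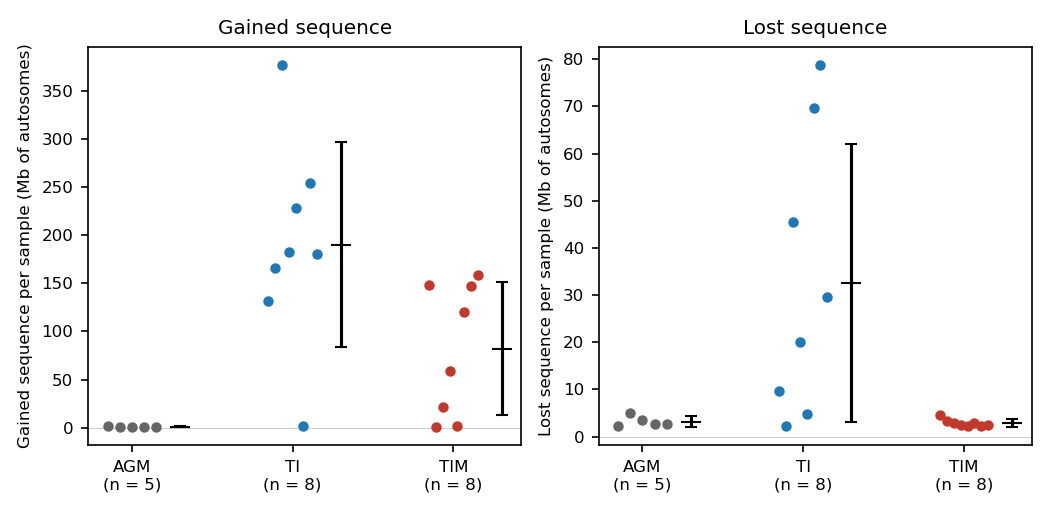
Gained (left) and lost (right) autosomal sequence per sample in Mb for AGM, TI and TIM. Points are samples and the bars to their right give mean and SD. The TI tumours reach 376.5 Mb gained and 78.8 Mb lost, whereas no TIM tumour lost more than 4.68 Mb.

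Whole-chromosome events were then counted. A gain over at least 50% of Chr 12 was present in 5 of 8 TI tumours and in 0 of 8 TIM tumours (Fisher's exact test, p = 0.0256, adjusted p = 0.974). A gain over at least 50% of Chr 6 was present in 3 of 8 TIM and 2 of 8 TI tumours (Fisher's exact test, p = 1, adjusted p = 1). No autosome was lost over at least 50% of its length in 3 or more samples of any group. After adjustment over all 38 tests, 0 autosomes differed between TI and TIM in gains and 0 in losses. At an unadjusted p under 0.05, 1 autosome differed in gains and 0 in losses. With a coverage limit of 20%, 2 autosomes differed in gains at an unadjusted p under 0.05. The smallest p of Fisher's exact test was then 0.0101, with an adjusted p of 0.384. At that limit Chr 11 was gained in 7 TI tumours and 1 TIM tumour. The design with 8 tumours per group therefore detected no difference for a single chromosome after BH adjustment, including Chr 12. The number of autosomes that differed after adjustment was 0 in all alternatives tried.

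**Figure D2:**
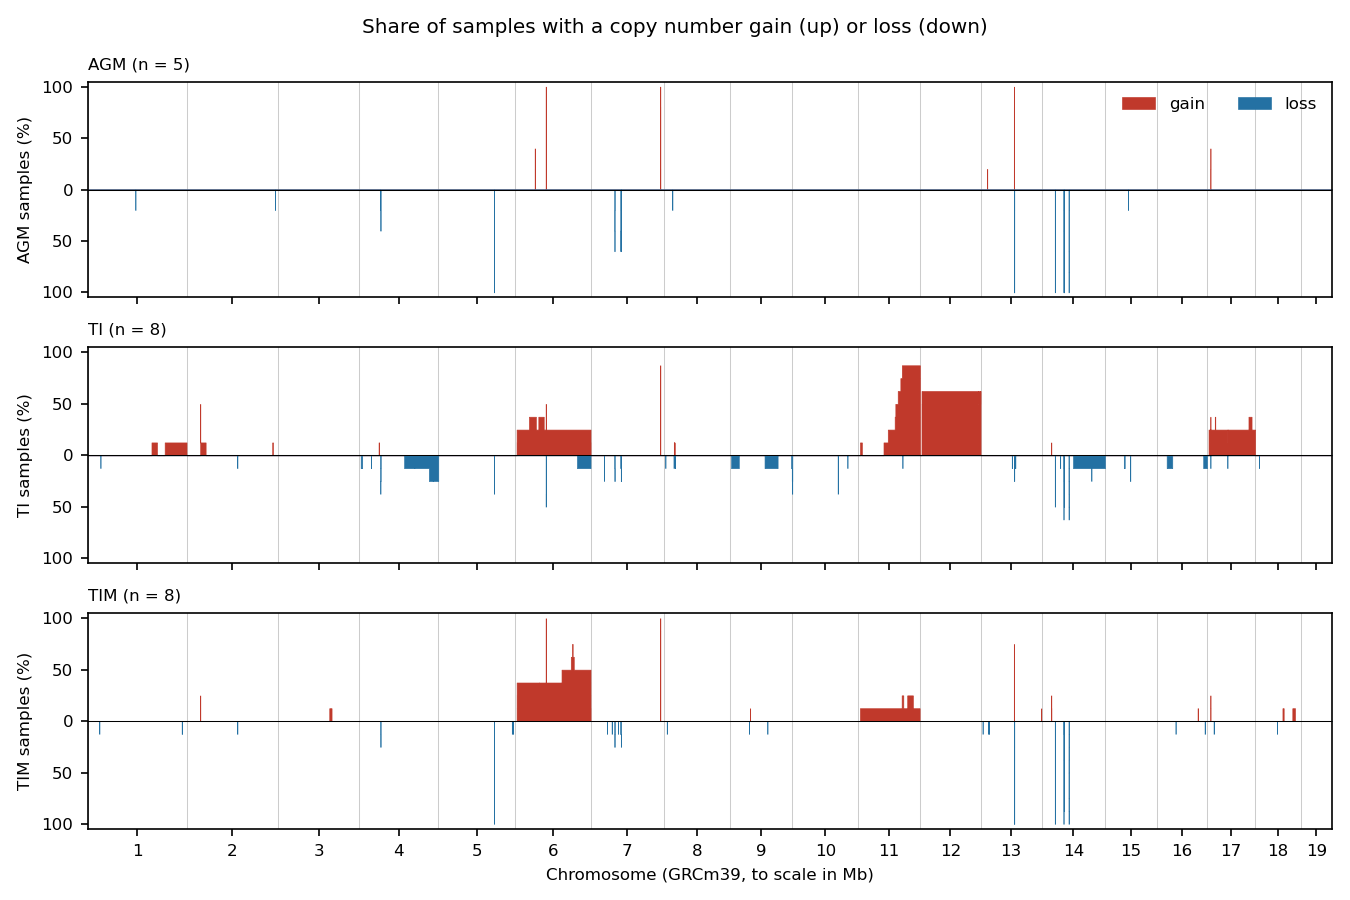
Share of samples in percent with a gain (red, upwards) or loss (blue, downwards) along the autosomes for AGM, TI and TIM. Broad gains reach 87.5% of TI tumours at distal Chr 11, 62.5% at Chr 12 and 50% of TIM tumours at Chr 6, where the share rises to 75% over 1.10 Mb at the Rosa26 locus, and the narrow lines present in AGM are short regions called in adrenal glands as well.

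Gains at Igf2bp1 and Mycn, which lie in regions syntenic with the human chromosome arms 17q and 2p, were compared next. Igf2bp1 (ENSMUSG00000013415, protein coding) lies on Chr 11 from 95847989 to 95896911 (GRCm39). It was gained in 7 of 8 TI tumours (87.5%, 95% interval from 47.3% to 99.7%) and in 1 of 8 TIM tumours (12.5%, 95% interval from 0.316% to 52.7%). The difference passed Fisher's exact test (p = 0.0101, adjusted p = 0.0303). At thresholds of 0.2 and -0.2, TIM replicate 5 was added to the gains with a log2 ratio of 0.22, and Fisher's exact test gave p = 0.0406 with an adjusted p of 0.0608. The log2 ratio of the 7 gained TI tumours ranged from 0.53 in replicate 4 to 0.96 in replicate 2, against 0.0092 to 0.015 in the 5 AGM adrenal glands. The gained regions were distal parts of Chr 11 that began between 49820001 in TI replicate 5 and 86100001 in TI replicate 4. All 7 shared the part from 86100001 to 121800000. In TIM replicate 9, in contrast, the gain covered 118.2 Mb and began at 3160001.

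The genes Nme1 (Chr 11, 93847803 to 93887377) and Birc5 (Chr 11, 117740040 to 117746581) were gained in the same numbers as Igf2bp1, in 7 TI tumours and 1 TIM tumour. Top2a (Chr 11, 98883769 to 98915062) was gained in 7 TI and 2 TIM tumours. Trp53 (Chr 11, 69469669 to 69482701) lies outside the part shared by the TI tumours and was gained in 2 TI tumours and 1 TIM tumour.

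Mycn (ENSMUSG00000037169, protein coding) lies on Chr 12 from 12986076 to 12992915. It was gained in 5 of 8 TI tumours (62.5%, 95% interval from 24.5% to 91.5%) and in 0 of 8 TIM tumours (95% interval up to 36.9%). The difference passed Fisher's exact test (p = 0.0256, adjusted p = 0.0385), but the adjusted p was 0.0608 at thresholds of 0.2 and -0.2. Each of the 5 gains spanned at least 111.8 Mb of Chr 12, with log2 ratios at Mycn from 0.50 to 0.64, corresponding to copy numbers from 2.84 to 3.11. The gains thus covered most of the chromosome in each of these tumours.

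Alk (Chr 17, 72174200 to 72911622) was gained in 2 TI tumours and 0 TIM tumours. Myc (Chr 15, 61857227 to 61862223) and Lin28b (Chr 10, 45252646 to 45362557) were gained in 0 tumours of either group. None of the 11 genes was lost in any sample of the 3 groups.

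**Figure D3:**
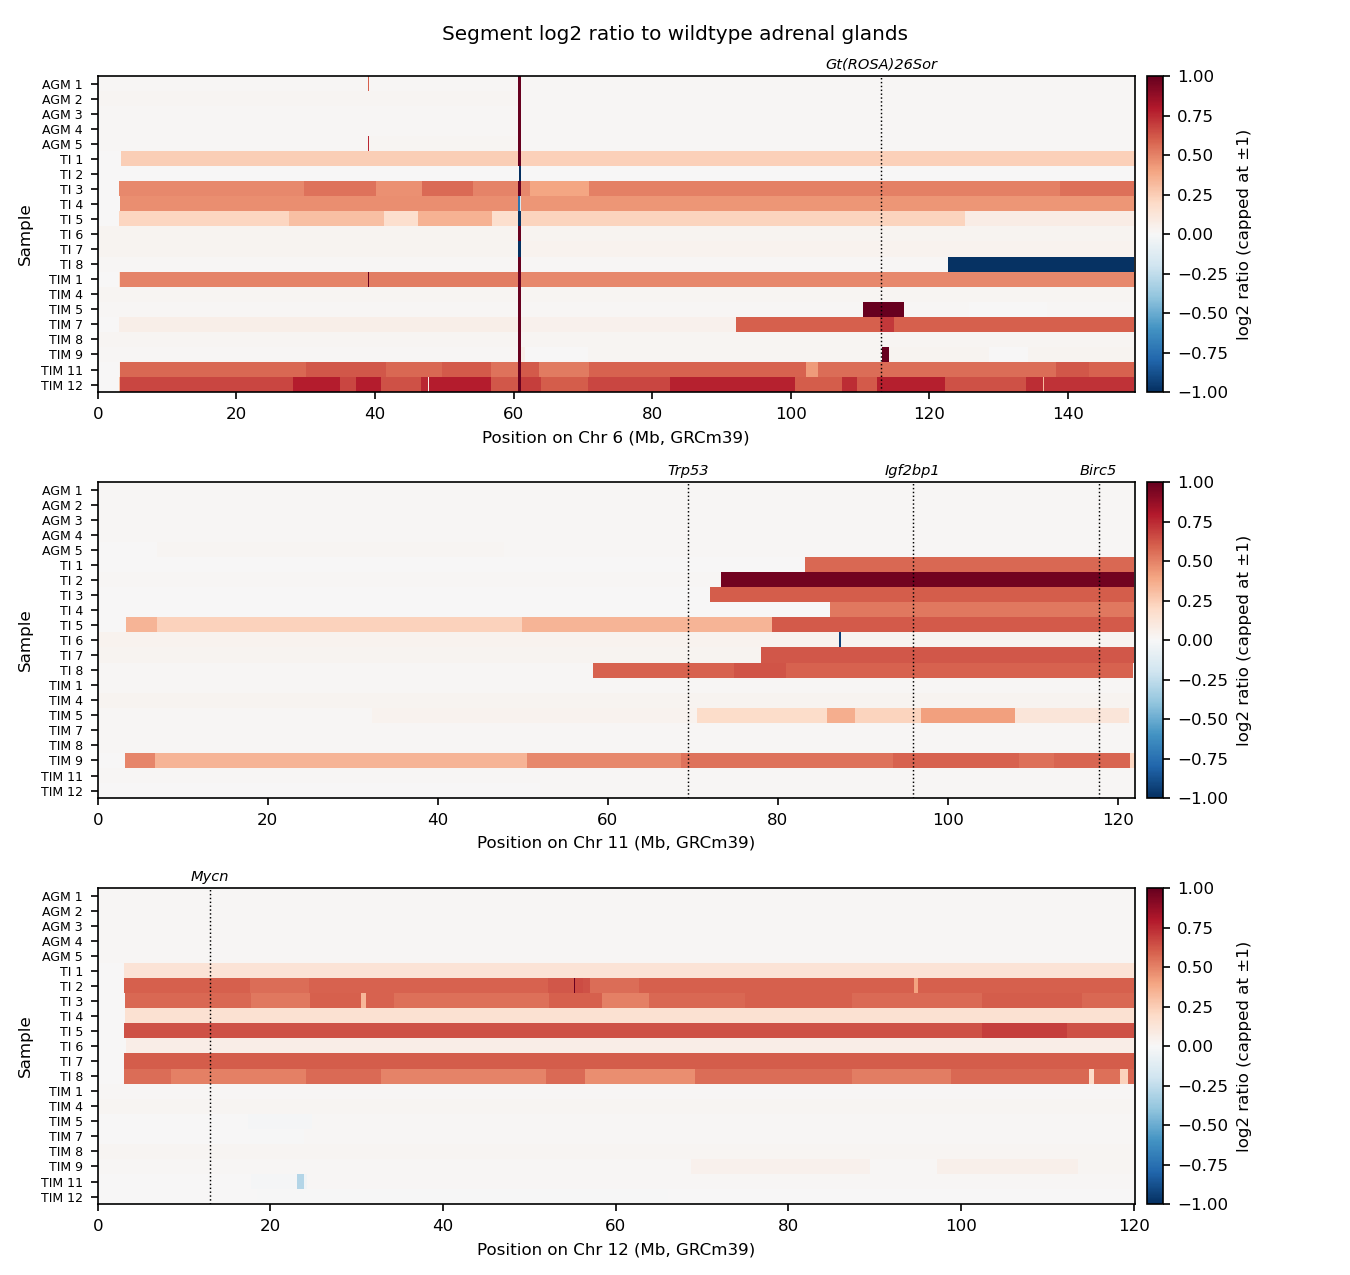
Segment log2 ratio to wildtype adrenal glands along Chr 6, 11 and 12 (Mb) in each of the 21 samples, with colours limited at ±1 and dotted lines at the named genes. Distal Chr 11 is gained in 7 TI tumours and Chr 12 in 5, whereas TIM tumours show gains at Chr 6 that include the Rosa26 locus in 6 of 8.

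The locus that carries the transgenes was examined in the same way. Gt(ROSA)26Sor (ENSMUSG00000086429, a long non-coding RNA gene) lies on Chr 6 from 113043843 to 113055336. It was gained in 6 of 8 TIM tumours (75%) and in 2 of 8 TI tumours (25%), and in 0 of 5 AGM adrenal glands. Fisher's exact test found no difference between TIM and TI (p = 0.132, adjusted p = 0.132), and the p ranged from 0.119 to 0.608 over 7 alternatives. The extent of the gain differed among TIM tumours. It spanned 146.4 Mb in replicate 1 and 146.3 Mb in replicate 11. In replicate 12, 97.7% of the chromosome was gained, as regions of 44.5 and 101.7 Mb with a short gap between them. In replicate 7 the gain spanned 57.4 Mb. In replicate 5 the region was 5.88 Mb long (110400001 to 116280000), and in replicate 9 it was 1.10 Mb long (113040001 to 114140000). In both, the log2 ratio was 3, a copy number of 16, which is near the highest copy number of 16.7 in the data. In TIM replicate 7 the log2 ratio was 0.71 at the locus and 0.60 as the median of the whole gained region. The TIM tumours without a gain at the locus, replicates 4 and 8, had log2 ratios of 0.019 and 0.022.

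**Figure D4:**
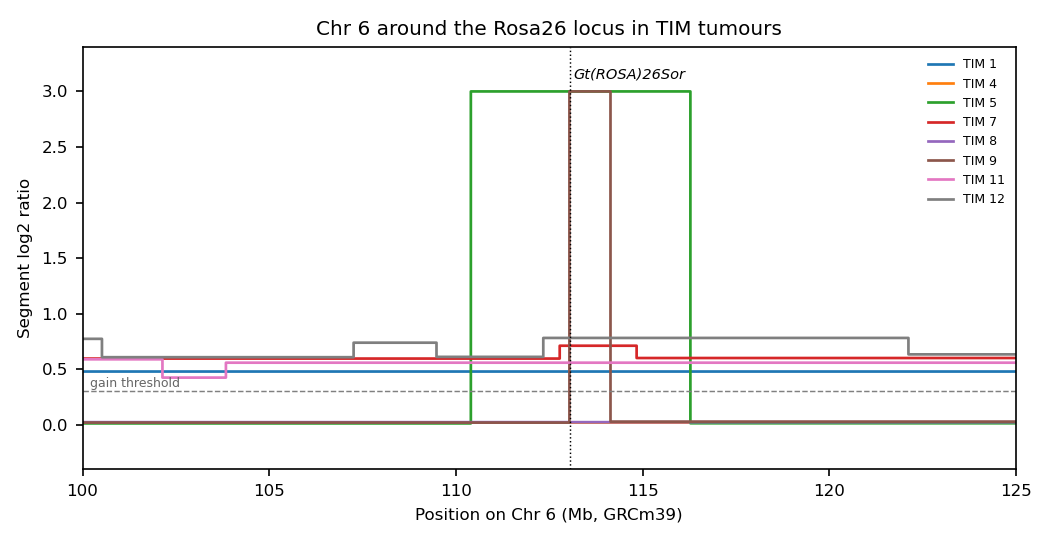
Segment log2 ratio along Chr 6 (Mb) around the Rosa26 locus in the 8 TIM tumours, with the gain threshold of 0.3 as a dashed line. TIM 5 and TIM 9 show regions of 5.88 and 1.10 Mb at a log2 ratio of 3, whereas the other 4 gained tumours show broad gains.

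Dbh (Chr 2, 27055245 to 27074212) was gained in 4 of 8 TI tumours, 2 of 8 TIM tumours and 0 of 5 AGM adrenal glands, at log2 ratios from 0.83 to 1.16. In 4 of these 6 tumours the region had the same ends, 27020001 and 27160000.

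Finally, 9 focal regions of 80 to 760 kb met the frequency limit. All 9 were called in 5 of 5 AGM adrenal glands. They comprised 3 gains and 6 losses. The gain on Chr 7 from 137600001 to 138160000 overlaps Tcerg1l and was called in 7 TI and 8 TIM tumours. The gain on Chr 13 from 65680001 to 65820000 overlaps no protein-coding gene and was called in 0 TI and 6 TIM tumours. Of the losses, 1 each lay on Chr 5 (110080001 to 110160000) and Chr 13 (65840001 to 66600000). The other 4 losses lay on Chr 14 and began at 25880001, 43100001, 43700001 and 53080001. The 6 losses were called in 2 to 5 TI tumours and in 7 or 8 TIM tumours.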

Values the study reported

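The study gave a coverage of around 0.7× per sample for its shallow sequencing. For TIM tumours it described gains at Chr 11 as modest, at below 20%, and gains at Chr 6 as reaching up to 50%. For TI tumours it reported gains above 50–70% at Chr 11 and Chr 12.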

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

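All tests in this part, except that of GC content, were chosen after the result was seen. Of 18 sets of values (6 measures in 3 groups), 3 held a sample far from the others, where chance gives about 0.9.

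AGM replicate 2 had 57 segments, against 50 to 52 in the other 4 adrenal glands. The gap is 5 segments and only just passes the limit. No biological or technical explanation was tested for it.

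TI replicate 6 stood apart from the other TI tumours at Igf2bp1, with a log2 ratio of 0.028 against at least 0.53 in the other 7. A low share of tumour cells could hide a gain. The same library, however, had lost regions of at least 10 Mb on Chr 4 with a median log2 ratio of -0.91, near the level of a loss of 1 copy. Tumour cells were thus frequent enough for a loss to be called. Some values gathered at fixed levels such as -1, so -0.91 does not give the share of cells, and a low share is not excluded. The tumour is also the only TI tumour labelled as adrenal. With 1 such tumour, site could not be tested, and a mislabelled sample was not tested either.

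TIM replicate 9 stood apart from the other TIM tumours at Igf2bp1, with a log2 ratio of 0.59 against at most 0.22. Its gain covered 118.2 Mb of Chr 11 rather than the distal part alone. The gained chromosome was divided into alternating levels, and the tumour had 117 segments. A candidate explanation for such levels is a GC content bias, which was examined over 1 Mb windows with the criterion set before this value was computed. Pearson's r between log2 deviation and GC content was 0.34 in TIM replicate 9, 0.31 in TI replicate 3 and 0.18 in TIM replicate 12, the 3 tumours with over 100 segments. Windows are not independent replicates. In AGM r lay between -0.14 and 0.016. The values fell between the limits set for and against the explanation, so a contribution of GC content to the segment number stays open. The SD of the window deviations in TIM replicate 9 was 0.028, against a log2 ratio of 0.59 at Igf2bp1.

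Chromosome medians between the thresholds were examined next. In TI, 34 of 152 chromosome medians lay beyond 0.05 in either direction without reaching a threshold, 14 above and 20 below 0. In TIM there were 4 above and 1 below. Called regions covered at least 10% of the chromosome in 4 of the 34 and in 1 of the 5, so not all of these are shifts of a whole chromosome under the thresholds. The farthest AGM value was 0.020. The Chr 9 median lay from -0.38 to -0.095 in 5 TI tumours. Chr 12 was shifted upwards in TI replicates 1, 4 and 6, the 3 TI tumours without a called gain of Mycn, with medians of 0.14, 0.15 and 0.064. The AGM values for Chr 12 lay between 0.012 and 0.015, against a smallest shift of 0.064, but the AGM libraries belong to another series than these 3 tumours. The shift was compared with the spread of the other 18 chromosome medians of the same tumour. It was 53 and 38 robust SDs in TI replicates 1 and 4. These robust SDs were only 0.0025 and 0.0039, and values drawn to fixed levels would make them too small. The ratios therefore do not rule out noise. In TI replicate 6 the shift was 1.87 robust SDs, where noise stays open too. The limit of 3 robust SDs was set after these values had been seen. Chr 12 was not the only shifted chromosome, and the robust SD gives such chromosomes little weight. TI replicate 1 had medians of 0.234 on Chr 6 and -0.152 on Chr 9. TI replicate 4 had 0.155 on Chr 10 and -0.341 on Chr 9. Centring of each library would move all chromosomes alike, but the median of the other chromosomes was at most 0.022 in these 3 tumours. A gain of 1 copy in part of the cells may account for the shifts in TI replicates 1 and 4. It would need 20.4% and 21.9% of the cells if the values scale with the share of cells, which was not tested. The explanation remains a hypothesis, also because the library series cannot be separated from the genotype.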

How the results depend on the processing

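Of the 113 alternatives for 11 results, 10 were set apart because their outcome was at least partly fixed in advance. In 4, the exclusion of parts called in AGM sets every AGM value to 0 and so fixes the direction. The 6 replicate blocks could not pass 0.05. A minimum region length of 1 Mb also left an AGM median of 0 for gained and lost sequence. The direction of its comparisons with AGM was thus largely fixed as well, but these were not set apart. Of the 103 not set apart, 96 kept their direction and their side of the threshold, 2 no longer passed it and 2 reversed. The remaining 3, all for lost sequence in TIM against AGM, had no direction (exact permutation p = 1). These counts rest on unadjusted p-values, except for the numbers of chromosomes differing between TI and TIM, which rest on adjusted ones. The alternatives kept the unadjusted p for gains at Igf2bp1 (p from 0.0101 to 0.0406), at Mycn (p from 0.0014 to 0.0256) and at Gt(ROSA)26Sor (p from 0.119 to 0.608) on the same side of 0.05, and the counts of chromosomes differing between TI and TIM stayed at 0. With adjustment over the 3 loci, thresholds of 0.2 and -0.2 gave an adjusted p of 0.0608 for both Igf2bp1 and Mycn, and thresholds of 0.1 and -0.1 gave 0.0608 for Igf2bp1 and 0.0042 for Mycn. At 0.2 and -0.2 the unadjusted p for Mycn stayed at 0.0256, so its change comes from the adjustment alone. With adjustment over the 6 comparisons of gained and lost sequence, the difference of means gave 0.0587 for lost sequence in TI against AGM. Thresholds of 0.1 and -0.1 and the mean log2 ratio of a segment, both chosen after seeing the data, changed no counted outcome. At 0.1 and -0.1, however, 2 autosomes differed in gains at an unadjusted p under 0.05, against 1 at the thresholds of the study. The smallest p of Fisher's exact test was 0.0014, against 0.0256, and 0 autosomes passed the adjustment. With 0.1 and -0.1, Mycn was gained in 7 TI tumours and 0 TIM tumours.

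At thresholds of 0.5 and -0.6, the exact permutation p for gained sequence in TI against TIM was 0.0650. The cause was not tested.

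Lost sequence in TIM against AGM, not distinguishable at the thresholds of the study, reversed its direction in 4 alternatives, 2 of them among those set apart above. For regions of at least 1 Mb p was 0.487, with a median of 0 in both groups, so this direction says little. Without parts called in any AGM sample p was 0.00155, which follows from the construction, since it sets every AGM value to 0. The replicate block is given below. Across the 5 fits that each left out one AGM replicate, p was from 0.283 to 1, and the direction reversed without replicate 2. For lost sequence in TI against AGM the 5 such fits gave p from 0.0283 to 0.0727, and the difference passed 0.05 in all but the fit without replicate 1. For gained sequence p was 0.00404 in all 5 fits of TI against AGM and from 0.0162 to 0.0283 in TIM against AGM.

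The replicate block tested the pairs of samples that share a number by exact sign flips. Same-numbered samples did not deviate together. The correlation of their chromosome medians ranged from -0.48 to 0.18 over the 5 pairs of TI and TIM, from -0.48 to 0.18 for TI and AGM and from -0.38 to 0.21 for TIM and AGM, so that the samples share only a number. With 5 pairs the smallest p is 0.0625 and with 3 pairs 0.25, so no block could pass 0.05. The block gave an exact p of 0.125 for gained and 0.0625 for lost sequence in TI against TIM, 0.0625 and 0.188 in TI against AGM, and 0.5 and 0.25 in TIM against AGM.

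The X chromosome was not analysed here, so the alternative that adds it was not run. Wildtype adrenal glands have no values of their own, so parts called in them were not used here. The libraries were shallow and their counts were not used here, so gains under 40 kb were not assessed.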

Other observations

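The tests for Dbh as part of the driver transgene and for strain differences were written before the data were examined, though after the frequency plot of the study had been viewed, and the splits of the tumours by chromosome were predicted before they were drawn. All other tests in this part were chosen after the result was seen.

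Gains in 6 of 8 TIM tumours included the Rosa26 locus, the transgene site. Reads from the transgene cassette could raise the locus without any change of the chromosome. The AGM adrenal glands, which carry a MYCN cassette there, had a log2 ratio of at most 0.015 at the locus, and the shortest region in TIM was 1.10 Mb, which argues against this. Random placement along Chr 6 is also argued against. In the 3 TIM tumours that gained part of the chromosome, 3.94%, 38.5% and 0.751% of its length, all 3 regions included the locus, and random rotation along the chromosome gives this with a probability of 0.000114 (exact product of the shares). Among TI tumours, which carry a transgene there too, replicate 5 gained 16.1% of the chromosome in parts without a called gain at the locus, where its log2 ratio was 0.22. Over the 4 partial gains of both groups, 3 or more with the locus have a probability of 0.00302. The locus was of interest beforehand, but the tests were not. A hypothesis is that extra copies of the transgenes favour tumour growth. Whether the amplified copies carry the transgenes was not tested, and the difference from TI in the number of gained tumours did not pass Fisher's exact test.

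The TIM tumours had no gain over Mycn. A low share of tumour cells might hide it, but all 6 TIM tumours with a gained region of at least 10 Mb elsewhere lay under 0.05 at Mycn, with a highest log2 ratio of 0.014. For TIM replicates 4 and 8, which have no such region, this stays open. All 8 TI tumours lay above all 8 TIM tumours at Mycn, with medians of 0.54 and 0.0059 (exact permutation p = 0.000155, the smallest this design allows, adjusted p = 0.000466 over 3 loci), a comparison added after the values were seen. At Gt(ROSA)26Sor the medians were 0.13 in TI and 0.63 in TIM (exact permutation p = 0.0499, adjusted p = 0.0499), and this value lies at the limit. A difference between library series is a possible explanation for a contrast of TI with TIM, such as the larger gained sequence in TI, and cannot be told apart from genotype, since 1 TI tumour belongs to the series of the TIM tumours. That tumour, TI replicate 8, did carry gains at Igf2bp1 and Mycn. It had 180.62 Mb gained and 29.56 Mb lost, against at most 158.96 and 4.68 Mb in any TIM tumour. These values go with genotype rather than series, but they rest on 1 tumour.

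For the comparison by chromosome, 4 of 100 splits of the 16 tumours, the real one included, gave a smallest p over the 38 tests as small as the real split. The share lies just under 0.05, and 0 autosomes passed the adjustment.

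The gain at Dbh was present in 6 of 21 CRE-positive samples. If the driver transgene carried Dbh sequence that is visible in these data, a gain was predicted in most CRE-positive samples of all groups. It was absent in 15, including all 5 AGM adrenal glands, which argues against a signal common to all carriers. A region of the same length on Chr 13, 140 kb, was called in all 5 AGM adrenal glands at a median log2 ratio of 0.81. In 6 TIM tumours it was called at 0.587 to 0.693. Length alone thus does not hide a gain of that height, whereas a lower gain or a shorter stretch could be missed. Separate gains that arose in each tumour are argued against too, since 4 tumours had the same start and end. What stays open is a segment inherited by some animals, for example a driver transgene with more copies in some animals than in others. Copy numbers at Dbh were between 3.55 and 4.46 in the 6 tumours.

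The 9 focal regions were called in all 5 AGM adrenal glands, 9 of 9, which argues against changes that arose in the tumours. Strain differences between the CRE-positive mice and the reference adrenal glands were predicted to give similar frequencies in all 3 groups. Within 25 percentage points this held for 1 region of 9, whether calls of any length or only calls under 5 Mb were counted. Between AGM and TIM it held for all 9 with calls of any length and for 8 with calls under 5 Mb. A difference between library series would give TI tumours of one series the same state. In 7 of the 9 regions, however, the 7 TI tumours of one series included both a called value and a value within 0.1 of 0. This argues against a series difference for the variation among TI tumours. TI replicate 8, the only TI tumour in the series of AGM and TIM, carried each of the losses. On Chr 5 its log2 ratio was -5.32, against -0.99 at the lowest in the other TI tumours. It lacked the gain on Chr 13, with 0.0083. For the contrast of TI with AGM and TIM a series difference thus stays open. A candidate explanation is that the regions are inherited and segregate among the TI animals, and this was not tested. Short recurrent calls at these regions are better not read as tumour changes.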
